A study of Homo sapiens with 24 samples. Its data were reported in "Hypoxia and ERα Transcriptional Crosstalk Is Associated with Endocrine Resistance in Breast Cancer" (2022).

How the data were processed

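RNA of MCF-7 cells had been hybridized to 24 one-colour (Cy3) Agilent arrays, 4 in each of 6 groups: control, hypoxic (CoCl2) and rescue cells, each with the vehicle EtOH or with 10 nM E2 for 8 h. Groups were taken from the deposited sample labels. The labels number the replicates of each group, and nothing in them pairs a replicate of one group with that of another.

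The intensity values (processed signal, mean signal and local background) were deposited as Agilent Feature Extraction text files, 1 per array, in which per the file headers the software had subtracted the background and removed the trend across each array. Positions on the genome are those of the file headers, build hg19. The authors also deposited log2 values, normalized between arrays and centred on each probe's median, a second source. The log2 medians of these arrays were -0.006, -0.004, -0.03 and -0.008 in hypoxic EtOH, -0.003, -0.042, -0.003 and -0.017 in hypoxic E2, 0.005, -0.006, -0.001 and 0.007 in control EtOH, 0.007, 0.006, 0.003 and 0.018 in control E2, 0.003, 0.012, -0.006 and -0.004 in rescue EtOH, and 0.007, 0.002, 0.014 and -0.002 in rescue E2. Each array held 62976 spots, of which 60901 were not controls and belonged to 58201 probes. Between 23904 and 26940 spots per array were well above background, 146 to 339 were saturated, and 135 to 275 were marked as outliers by the scanner software.

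The processed signal was read with data.table (version 1.17.8) in R 4.3.3, spots marked as outliers were set to missing, values were put on the log2 scale and quantile normalized, and replicate spots were averaged per probe. A probe was kept when its log2 intensity was above 6.97, the intensity filter of the methods, on all 4 arrays of at least 1 group. Probe names were brought up to date from the reference tables by accession (31104 probes), symbol (3366) or synonym (496), and 23235 kept the name in the files, giving 43403 gene names. The probe with the highest mean stood for its gene, which left between 13610 and 13613 genes tested per comparison.

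limma 3.58.1 was fitted with 6 group means to all 24 arrays, with moderated variances and Benjamini-Hochberg adjustment over the genes of each comparison. The 10 comparisons were E2 against EtOH in the control, hypoxic and rescue cells, hypoxic or rescue against control cells in EtOH and in E2, rescue against hypoxic cells in EtOH, and the interactions that compare the E2 response of hypoxic or rescue cells with that of control cells. A gene was called at an adjusted p under 0.05 with a fold change above 1.8, the thresholds of the methods. Where the lower group was well above background on none of its arrays, the fold is a lower bound and is given as "at least". For the size of the response, genes called for E2 in rescue cells were taken, their median log2 responses in hypoxic and control cells were divided, and limma's fry tested the interaction with each gene weighted by its direction in rescue cells, adjusted over the raised and lowered genes. Comparisons that share arrays were set beside simulated unchanged groups and beside splits in which no array served both.

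The 26 gene lists were fixed before the data were examined and came from general knowledge. They were hypoxia and HIF targets, glycolysis, oxidative phosphorylation, estrogen-raised and estrogen-lowered genes, the estrogen receptor with its cofactors, luminal, basal and mesenchymal markers, DNA replication, mitosis, p53 and arrest genes, apoptosis regulators, ATF4 and unfolded protein response, NRF2 targets, metallothioneins and metal transport, iron, cholesterol, the EGF family, angiogenic factors, interferon-stimulated genes, ribosome biogenesis, JmjC demethylases, and reference, fibroblast, and leukocyte or endothelial genes. limma's camera tested the lists with at least 3 tested genes, with a correlation of 0.01 between genes, and again with the correlation estimated from the residuals, adjusted over all 240 tests. Genes the study had measured singly are also in the lists of estrogen-raised genes (5), hypoxia (4), the EGF family (3), receptor cofactors, luminal markers, basal markers, p53 genes and angiogenic factors (2 each), and DNA replication, apoptosis and JmjC genes (1 each), so these lists are not independent of the study's choice.

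Genes were named by a rule set before the data were examined: in each comparison the 5 called genes with the largest increase and the 5 with the largest decrease whose groups did not overlap, leaving out names that are accessions, clones or unplaced loci, the 22 genes named in the study (21 of them tested), up to 3 called members of each list, and 3 genes per class of E2 and CoCl2 effect. The groups, comparisons, thresholds and other settings were also fixed then. The settings were the 75th percentile shift in place of quantile normalization, normexp background correction with an offset of 50, other filters on dim probes, outlier spots kept, the mean over a gene's probes or every probe on its own, array weights, an intensity trend in the variance, slide as a block, the authors' log2 values, fits to the compared arrays alone, no fold threshold, the methods' one-way test over the 6 groups with Tukey's post-hoc comparison, and each array left out in turn. Values within each of the 3 slides, and the list tests without each array, were added after the data had been examined.

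The scripts were tested on simulated data made from the real arrays, with 200 of 13518 genes changed. Of these, limma recovered 94%, 98.5% and 99% at fold changes of 2, 3 and 4 for E2 in control cells, with 2, 1 and 0 false calls, and 79.5%, 96% and 98% for the interaction, with 2, 1 and 3 false calls. A response ratio of 0.75 put in was found as 0.755, and unchanged arrays gave 0 calls by limma in all 10 comparisons. The shifted list had a camera p of 2.02e-41 and an unchanged list one of 0.0551. The simulated genes varied independently, so this does not check the list tests where genes are correlated. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The study's cell and protein assays were not used here, nor were control spots and probes below the filter, among them those of EGFR.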

Results

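Gene expression was measured in MCF-7 cells, an established human breast carcinoma line that carries the estrogen receptor, on one-colour Agilent arrays. Hypoxic cells were kept in 200 µM cobalt chloride (CoCl2), a chemical mimic of low oxygen that stabilises the HIF transcription factors. By the study's methods this exposure lasted 1 month. Rescue cells had been returned to CoCl2-free medium for 1 month after 1 month of CoCl2, and control cells had no CoCl2. Control, hypoxic and rescue cells were each treated for 8 h with the vehicle ethanol (EtOH) or 10 nM 17β-estradiol (E2). This gave 6 groups of 4 arrays, 24 in all. The study describes the arrays of a group as independent biological samples, and the p-values measure the spread between these samples. The 75th percentile of the processed signal ran from 193.5 to 345.7 between arrays, and 39.3% to 44.2% of spots were well above background. Arrays of a group correlated across genes with r from 0.9847 to 0.9955. The first principal component held 44.3% of the variance and the second 22.9%, of which the group explained 99% and 97.8%. The arrays lay on 3 slides, each with all 6 groups. The number of arrays limits the precision, and every mean below is over 4 arrays per group, with ± for the standard error of limma. A gene is called where its adjusted p was under 0.05 and its fold change above 1.8.

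**Figure D1:**
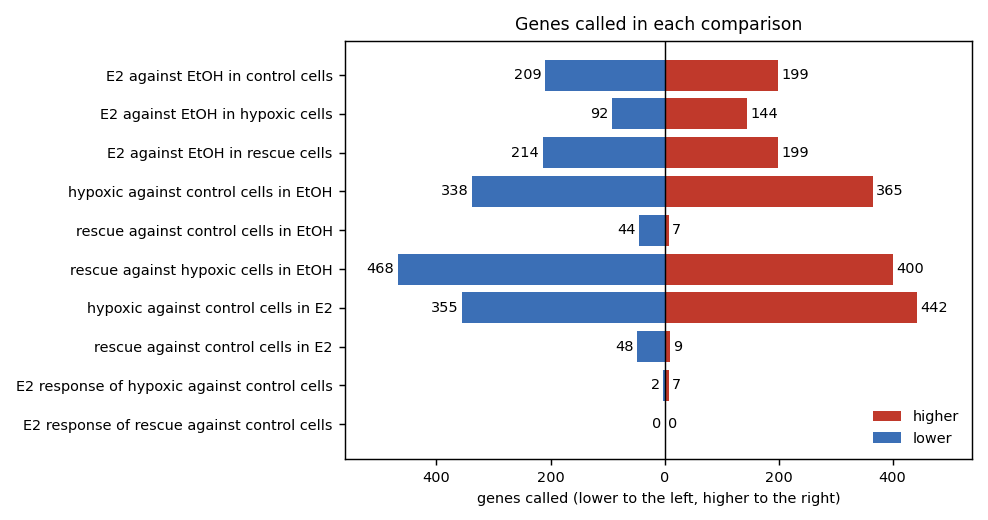
Genes called in each of the 10 comparisons, with genes higher in the first-named group to the right in red and lower ones to the left in blue. CoCl2 against control in EtOH called 365 genes higher and 338 lower, against 7 and 44 for rescue cells.

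The comparison of E2 with EtOH in control cells asked which genes the hormone regulates where no CoCl2 was given. The progesterone receptor PGR, a classical estrogen receptor target, rose by 2.53 ± 0.25 on the log2 scale (5.78-fold, adjusted p = 7.17e-08), from a log2 intensity of 6.02 ± 0.26 (SD, n = 4) to 8.56 ± 0.13 (SD, n = 4) at its probe on chromosome 11 (hg19, 100912709 to 100912768). GREB1, a coactivator of the receptor, rose 5.04-fold (log2 2.33 ± 0.14, adjusted p = 6.63e-11), and the chemokine CXCL12 rose 6.38-fold (log2 2.67 ± 0.21, adjusted p = 3.22e-09). The largest increases were those of PLAC1, a placental gene (at least 16-fold, adjusted p = 1.04e-10), UGT2B15, which conjugates steroids (9.61-fold), and COL21A1, VXN and ARHGAP36 (at least 9.46-, 9.17- and 8.32-fold). The largest estimated decreases were those of RASL12 (7.48-fold, log2 -2.90 ± 0.94, adjusted p = 0.0206), the xenobiotic enzyme CYP1A1 (6.46-fold), the epithelial factor GRHL3 (4.85-fold), CLIP4 (4.82-fold) and ELF5 (4.42-fold). The RASL12 fold is uncertain, since its E2 group was uneven and well above background on 1 of 4 arrays. The serum kinase SGK1, the EGF receptor ligand AREG, PGF, FOXC1, NTN1, the trefoil peptide TFF1 and the phosphatase CDC25A also rose, by 4.48-, 3.67-, 2.87-, 2.17-, 2.08-, 1.98- and 1.82-fold. EPAS1, which encodes HIF2α, fell 2.9-fold, and ERBB2 and ERBB4 fell 2.29- and 2.11-fold. ESR1, the gene of the receptor itself, was not called (log2 -0.19 ± 0.08, adjusted p = 0.0928), nor were VEGFA, HIF1A and KDM4B, whose log2 changes were 0.38, 0.57 and 0.23.

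Among gene groups fixed beforehand, genes known to be raised by estrogen moved up as a group (median log2 1.02, adjusted p = 5.17e-29), and 24 of the 39 tested were called, also 24 when adjusted over the list alone. Of 10 estrogen-lowered genes, such as the apoptosis activator BMF (log2 -2.11) and PSCA (log2 -2.01), 9 were called lower by either adjustment, with a median of -1.40. All 38 DNA replication genes had positive values (median 0.58, camera adjusted p = 3.43e-19) but 4 were called, among them MCM10, MCM6 and GINS2, and with an estimated correlation the adjusted p was 0.085. Ribosome biogenesis genes moved up (median 0.69, adjusted p = 7.57e-18), led by BOP1, MYBBP1A and NOLC1, with 4 of 23 called. Apoptosis regulators moved down (median -0.23, adjusted p = 0.00144), with BMF, BAK1 and BIK called lower and PMAIP1, named here after its value was seen, called higher (log2 0.87). So did p53 targets (median -0.14, adjusted p = 0.00352), with TP53INP1 and BTG2 lower. Cholesterol genes (median 0.20, adjusted p = 0.0345) and glycolysis genes (median 0.12, adjusted p = 0.0401) passed camera with 0 genes called. Without control EtOH replicate 2 or 3 or control E2 replicate 1 or 2 the cholesterol genes did not (adjusted p = 0.0823, 0.0718, 0.0545 and 0.0536), nor did the glycolysis genes without control E2 replicate 1 (0.0533). With an estimated correlation the adjusted p was 0.731 and 0.665, against 0.435 for the p53 targets. With an estimated correlation the estrogen-raised, estrogen-lowered and ribosome biogenesis genes passed in control, hypoxic and rescue cells, and the apoptosis regulators in control cells (adjusted p = 0.0369). limma called 408 genes, 199 higher and 209 lower, and 4406 passed the adjusted p with no fold threshold. In 405 of the 408 the groups did not overlap. Among unselected genes chance gives 2.86%, which is no baseline for genes called on the same arrays, so this and the counts without overlap below describe the called genes and test nothing. Within the 3 slides taken alone, the median change in the called direction was 1.09, 1.1 and 1.08.

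E2 was set against EtOH in hypoxic cells to ask what CoCl2 left of the response. PGR rose at least 8.31-fold (log2 3.05 ± 0.25, adjusted p = 9.73e-09), from an EtOH level not well above background on any of the 4 arrays, to 7.48 ± 0.21 (SD, n = 4), below the 8.56 of E2-treated control cells. CXCL12 rose 5.24-fold (log2 2.39 ± 0.21), GREB1 4.41-fold (log2 2.14 ± 0.14), AREG 3.51-fold (log2 1.81 ± 0.24), SGK1 3.01-fold, FOXC1 2.05-fold and PGF 1.84-fold. The Src-family kinase HCK rose at least 11.9-fold, followed by PLAC1, whose EtOH level was also not well above background, ARHGAP36 (at least 8.83-fold) and TENM2-AS1 (at least 8.33-fold). The largest decreases were those of the secreted ligand WNT11 (6.83-fold, log2 -2.77 ± 0.22, adjusted p = 8.97e-09), the interleukin receptor IL1R1 (at least 4.17-fold), CYP1A1 (4.02-fold), GRHL3 (3.75-fold) and TGFB3 (3.22-fold). TFF1, CDC25A, NTN1, DDIT4 and EPAS1, each called in control cells, were not called here (log2 0.83, 0.42, 0.47, -0.38 and -0.67). TFF1 was saturated on 3 of the 4 hypoxic E2 arrays, which compresses its fold. Of the estrogen-raised genes 22 of 39 were called higher by either adjustment (median 0.96), led by PGR, RET and CXCL12, and 6 of 10 estrogen-lowered genes were called lower by either (median -0.98). DNA replication genes had a median of 0.34 with 0 of 38 called (0 also over the list alone), and with an estimated correlation the adjusted p was 0.205. Ribosome biogenesis genes had a median of 0.51, with 1 of 23 called. limma called 236 genes, 144 higher and 92 lower, with 3032 past the adjusted p alone and no overlap between the groups in 229 of the 236. The within-slide medians were 1.2, 1.27 and 1.1.

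**Figure D2:**
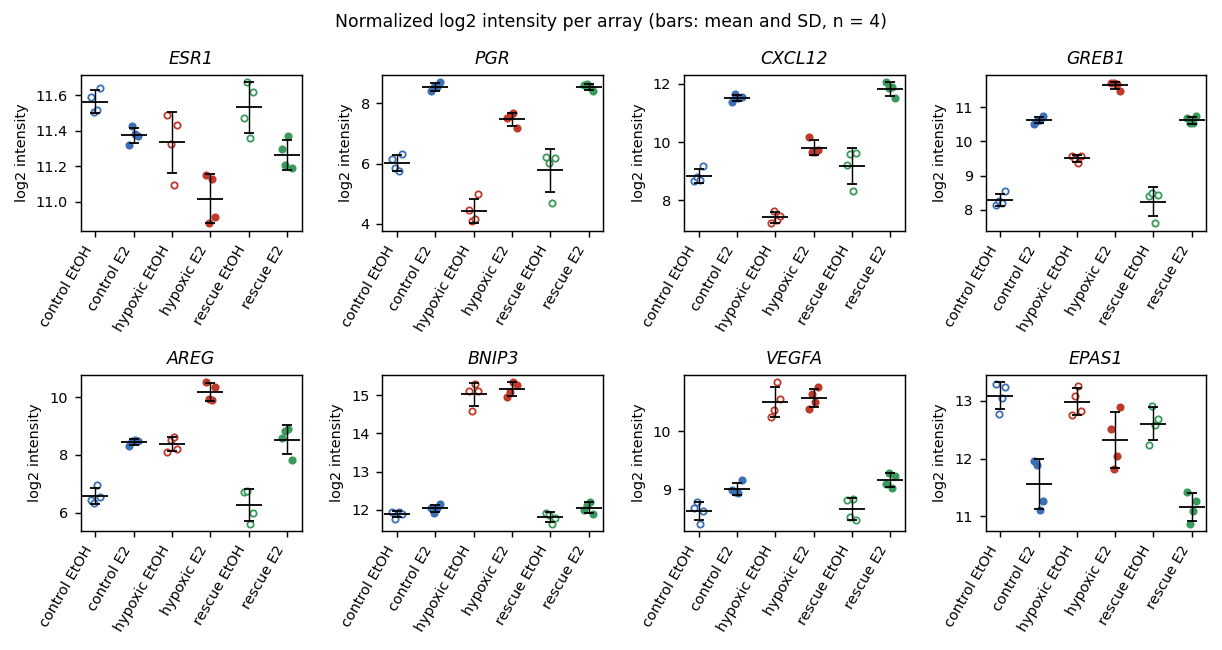
Normalized log2 intensity of 8 genes on each array, open circles for EtOH and filled ones for E2, with mean and SD of 4 arrays in black. PGR rises with E2 in the control, hypoxic and rescue cells and sits lower in hypoxic cells, while BNIP3 and VEGFA follow CoCl2.

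E2 was set against EtOH in rescue cells to ask whether the response was there after CoCl2 had been withdrawn. PGR rose 6.83-fold (log2 2.77 ± 0.25, adjusted p = 2.04e-08), CXCL12 6.19-fold (log2 2.63 ± 0.21), GREB1 5.24-fold (log2 2.39 ± 0.14), AREG 4.78-fold and TFF1 2.17-fold. PLAC1 (16.6-fold), ARHGAP36 (9.63-fold), UGT2B15 (9.54-fold), VXN (8.15-fold) and HCK (7.92-fold) rose most, and CYP1A1 (at least 6.13-fold), GRHL3 (5.26-fold), ELF5 (5.2-fold), BMF (4.71-fold) and CLIP4 (4.61-fold) fell most. CDC25A missed the fold threshold here (log2 0.70, adjusted p = 5.3e-07). Estrogen-raised genes had a median of 1.13 with 24 of 39 called, and estrogen-lowered genes one of -1.37 with 9 of 10 called, both unchanged over the list alone. Interferon-stimulated genes lay below 0 in all 9 members (median -0.64, adjusted p = 0.0168; with an estimated correlation, adjusted p = 0.586), with IRF9 and IFI6 called lower. limma called 413 genes, 199 higher and 214 lower, 399 of them without overlap, and the within-slide medians were 1.09, 1.19 and 1.06. Of the 408 genes called in control cells, 320 were called the same way in rescue cells. No gene's response was called different between rescue and control cells by limma's interaction test (0 called, 256 at an unadjusted p under 0.05), and the change of PGR was 0.24 ± 0.35 (adjusted p = 1) and that of GREB1 0.06 ± 0.19 (adjusted p = 1). With slide as a block limma called 1 gene, and without control E2 replicate 4 or rescue E2 replicate 3 it called 1 as well.

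The responses of hypoxic and control cells were then compared directly. Of 457 genes called in either, 187 were called in both in the same direction (110 higher and 77 lower, where independent lists of these sizes would share 2.11 and 1.41), 221 in control cells only, 49 in hypoxic cells only, and 0 in opposite directions. Among the 221, 215 had the same sign in hypoxic cells and 188 passed the adjusted p there. The fold of these 188 lay under the threshold in hypoxic cells, which their choice fixes. PDE5A, a cGMP phosphodiesterase, fell with E2 in control cells (log2 -1.09) and was not called in hypoxic cells (-0.19), with an interaction of 0.89 ± 0.15 (adjusted p = 0.0138). The sulfotransferase CHST8 had 1.70 in control and 0.75 in hypoxic cells (interaction -0.95 ± 0.13, adjusted p = 0.00337), and the bradykinin receptor BDKRB2 -1.82 and -0.83 (interaction 0.99 ± 0.19, adjusted p = 0.0366). CLIP4 had a smaller decrease as well (interaction 0.91, adjusted p = 0.0448). WNT11 fell further in hypoxic cells (log2 -2.77 against -1.22, interaction -1.55 ± 0.31, adjusted p = 0.0448). The GDNF family receptor GFRA2 had -0.82 in control and 0.94 in hypoxic cells (interaction 1.76 ± 0.33, adjusted p = 0.0323). TCAF2 and PREX1 had 0.83 and 0.68 in hypoxic against -0.14 and -0.21 in control cells (interaction adjusted p = 0.017 and 0.0366). These and the transcript ENST00000423796 (0.99, adjusted p = 0.0159), named here after its value was seen, made up the 9 genes called. Whatever the sign, the response in hypoxic cells was smaller in size in 5 and larger in 4. Of these 4, WNT11 alone kept its direction, while GFRA2, TCAF2 and PREX1 had opposite signs in control and hypoxic cells. All 9 had the same sign on each slide, as did 98.7% or more of the genes called in the other comparisons, which is close to fixed for genes called on these arrays and tests nothing. Without hypoxic EtOH replicate 4, hypoxic E2 replicate 3 or 4, control EtOH replicate 4, or control E2 replicate 1 or 3, the count was 4, 5, 3, 4, 4 and 2. The interaction was not called for GREB1 (-0.19, adjusted p = 0.904), CXCL12 (-0.28, 0.904) or AREG (-0.06, 0.982). Nor was it called for PGR (estimate 0.52), so no difference is claimed for that gene. The hypoxic EtOH level of PGR was not well above background, which leaves the size of its estimate uncertain and may make it too small. Of the genes called in control cells only, 3 had a called interaction, and of those called in hypoxic cells only, 1.

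**Figure D3:**
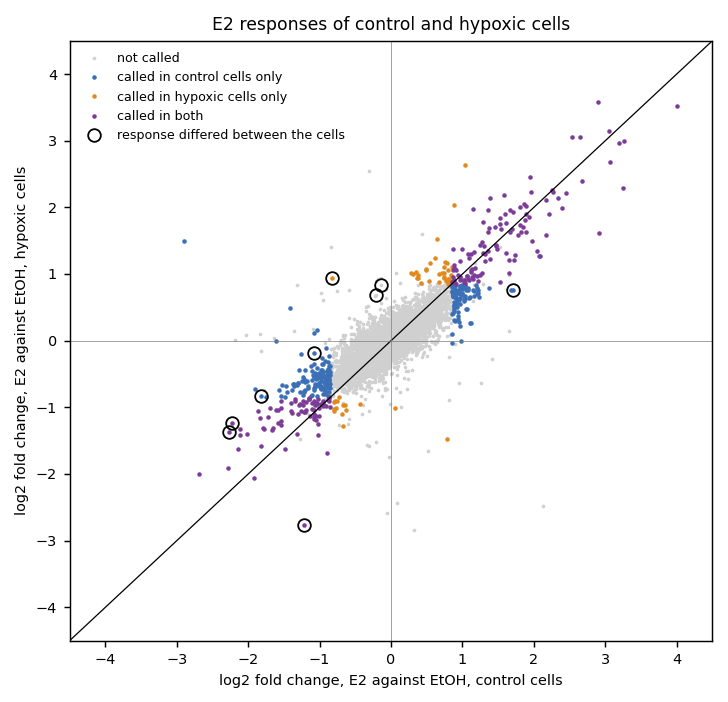
E2 response (log2 fold change over EtOH) of each tested gene in control cells on the horizontal and hypoxic cells on the vertical axis, with equality as the diagonal line. Of the coloured genes 187 were called in both, 221 in control cells only and 49 in hypoxic cells only, and circles mark the 9 whose responses differed.

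Because calls depend on thresholds, the size of the response was also compared over genes chosen in the rescue cells, which are other samples. The choice is not neutral, since rescue cells, like control cells, are free of CoCl2. It leaves out the 39 genes called in hypoxic cells and in neither of the others. A ratio below 1 may therefore come in part from the choice. The 214 genes lowered by E2 in rescue cells had a median log2 change of -1.03 in control and -0.71 in hypoxic cells, a ratio of 0.688, and fry on the interaction, weighted by direction, gave an adjusted p of 0.000108, with 86.92% of genes showing the smaller response. The 199 raised genes had medians of 1.09 and 0.92, a ratio of 0.839 that the same test did not separate from equality (adjusted p = 0.116). This depended on the processing, since the test did separate them with normexp background correction (ratio 0.857, adjusted p = 0.0211), no intensity filter (0.794, 0.0149), the filter on spots well above background (0.834, 0.0487) and no fold threshold (0.738, 0.0396). It also did without hypoxic E2 replicate 1 or rescue EtOH replicate 3 (ratio 0.81, adjusted p = 0.0431, and ratio 0.835, adjusted p = 0.0331). Between rescue and control cells fry gave an adjusted p of 0.518 for either set. The genes and their directions came from the rescue response itself, so that test is not a neutral reference. Within the slides the ratio of the lowered genes was 0.811, 0.780 and 0.634, and that of the raised genes 0.892, 0.892 and 0.888. Estrogen-lowered genes as a group had a less negative response in hypoxic cells (median difference 0.47, camera adjusted p = 2.85e-05; with an estimated correlation, adjusted p = 0.0202), with 0 of 10 called singly. For DNA replication genes the difference was below 0 in 36 of 38 members, none called singly (median -0.26, adjusted p = 5.49e-17), and its median was -0.14, -0.41 and -0.12 on the 3 slides. Without hypoxic E2 replicate 2, the hypoxic E2 array of the second slide, which lay apart on the third principal component (-28.56 against -1.47 to 7.04), the median was -0.20. Ribosome biogenesis genes had a median difference of -0.17 (adjusted p = 1.5e-07), and neither group passed with an estimated correlation (adjusted p = 0.101 and 0.128).

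The comparison of hypoxic with control cells in EtOH asked what CoCl2 changed by itself. BNIP3, a HIF target that acts in mitochondrial autophagy and cell death, rose 8.74-fold (log2 3.13 ± 0.12, adjusted p = 1.05e-14), from a log2 intensity of 11.89 ± 0.09 (SD, n = 4) to 15.02 ± 0.31 (SD, n = 4) at its probe on chromosome 10 (hg19, 133781881 to 133781940). The vascular growth factors VEGFA (3.66-fold, log2 1.87 ± 0.12) and PGF (4.0-fold, log2 2.00 ± 0.21) rose too, as did the growth arrest genes CDKN1A, which encodes p21 (3.28-fold), GADD45A (2.86-fold) and DDIT4 (3.6-fold). The annexin ANXA8L1 (23.4-fold, log2 4.55 ± 0.34, adjusted p = 7.14e-10), ZMAT4 (at least 20.2-fold), TMEM45A (at least 16.5-fold), the heme oxygenase HMOX1 (14.2-fold) and MIR210HG, host of the hypoxia-induced miR-210 (14.1-fold), rose most. The cancer-testis genes SPANXA1 (27.5-fold, log2 -4.78 ± 0.14, adjusted p = 1.92e-16), SPANXC (24.2-fold), CT83 (at least 19.3-fold) and CTAG1A (at least 15.4-fold) fell most, with the actin-severing SCIN (26.3-fold). Estrogen targets moved apart before any hormone was added. AREG (3.46-fold) and GREB1 (2.31-fold) were higher, with FOXC1 (2.28-fold) and the histone demethylase KDM4B (1.88-fold), and PGR (at least 3.03-fold), CXCL12 (2.68-fold) and HCK (at least 4.43-fold) were lower. Single probes differed in size, from 0.35 to 1.21 for the 3 probes of GREB1 and from -1.42 to -0.49 for those of CXCL12, so these folds are those of the brightest probe. ESR1 differed by -0.23 ± 0.08 (adjusted p = 0.0356), HIF1A by 0.33 (adjusted p = 0.000303), ERBB4 by 0.75 (adjusted p = 1.42e-05) and TFF1 by 0.56 (adjusted p = 0.00795), all under the fold threshold, and EPAS1 by -0.11 (adjusted p = 0.752). The 3 probes of EGFR were below the intensity filter, so that gene was not tested.

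Metabolic and stress genes moved as groups. Of 35 tested hypoxia and HIF target genes 28 were called higher (median 1.58, adjusted p = 1.11e-27), led by TMEM45A, NDRG1 (10.2-fold) and the adenylate kinase AK4 (9.84-fold), and of 26 glycolysis genes 16 were (median 1.01, adjusted p = 3.43e-21), led by PGM1 (9.17-fold), PDK1 (8.13-fold) and PFKFB4 (7.29-fold). NRF2 targets such as HMOX1 and AKR1C1 (7.92-fold) had 11 of 21 called (median 0.86, adjusted p = 1e-10), and metallothioneins and metal transporters 5 of 10 (median 0.79, adjusted p = 1.37e-06), with MT1X 5.59-fold higher. These 4 groups passed with an estimated correlation as well (adjusted p = 0.0175, 0.0103, 0.0456 and 0.0475). Others passed camera but not with an estimated correlation, where their adjusted p was 0.101 or more. These were ATF4 and unfolded protein response genes (6 of 23 called, median 0.44), led by the cystine transporter SLC7A11 (8.49-fold), p53 and arrest genes (4 of 22, median 0.38), angiogenic factors (5 of 9, median 0.91), led by ADM (7.43-fold), JmjC demethylases (3 of 12, median 0.26), with KDM4C 5.0-fold (its 3 probes from 0.73 to 2.32) and KDM3A 4.11-fold higher, oxidative phosphorylation genes (0 of 28, median -0.19) and mitosis genes (0 of 28, median -0.35, all 28 below 0).

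Other groups did not pass the camera test. Estrogen-raised genes went both ways, with 3 of 39 called higher and 8 lower (median -0.07, adjusted p = 0.67), CCN5 (4.89-fold) and SUSD3 (3.52-fold) lowest among them. DNA replication genes (median -0.10, adjusted p = 0.172), ribosome biogenesis genes (median -0.17, adjusted p = 0.225) and cholesterol genes (median 0.06, adjusted p = 0.814) had 0 called. Of 9 iron genes 2 were higher, among them TFRC (1.84-fold; adjusted p for the group 0.068), and of 9 interferon-stimulated genes IFIH1 and IFI27 were lower (adjusted p = 0.414). Luminal markers had 1 of 18 called, AGR2, 2.85-fold lower (adjusted p = 0.247), basal markers FOXC1 higher and CAV1 lower of 9 (adjusted p = 0.767, median -0.02 with the test pointing up), and mesenchymal genes MMP9 lower of 5 (adjusted p = 0.604, median 0.02 with the test pointing down). EGF family genes had AREG alone of 5 (adjusted p = 0.254), apoptosis regulators BNIP3 alone of 19 (adjusted p = 0.205), receptor cofactors PGR alone of 16 (adjusted p = 0.892), and estrogen-lowered genes PSCA and IL1R1 lower of 10 (adjusted p above 0.99, median 0.09 with the test pointing down). Adjusted over the list alone the counts were the same in each group, except for 1 estrogen-lowered gene more. Of 10 reference genes GUSB was called, 1.95-fold lower (adjusted p for the group 0.834), 2 fibroblast markers were tested and not called, and 0 leukocyte or endothelial markers passed the filter. limma called 703 genes, 365 higher and 338 lower, with 5187 past the adjusted p alone and 695 without overlap, and the within-slide medians were 1.15, 1.37 and 1.24.

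E2-regulated genes were next split by what CoCl2 did to them in EtOH. Of the 233 raised by E2, 51 were lower in hypoxic EtOH cells (VXN, CDH26 and HCK had the largest responses), 22 were higher (GREB1, SLC1A1 and AREG) and 160 were not called (PLAC1, UGT2B15 and COL21A1). Of the 224 lowered by E2, 39 were lower in hypoxic EtOH cells (GRHL3, PSCA and IL1R1), 29 higher (ZNF385D, TMEM45B and IGFBP3) and 156 not called (RASL12, CYP1A1 and CLIP4). Independent lists of these sizes would share 5.79, 6.25, 5.56 and 6.01 genes in the 4 classes with a CoCl2 effect. The comparisons share EtOH arrays, so these arrays were split so that none served both, which gave medians of 50.5, 21, 42 and 26 over 36 splits against 6.56, 7.01, 6.18 and 6.51 for independent lists. Across genes, which are not independent replicates, the E2 response of control cells and the CoCl2 effect had r = -0.00976 and a covariance of -0.00165, where shared arrays alone gave 0.498 and 0.0105. For the E2 response of hypoxic cells r was -0.0985 with a covariance of -0.0140, where shared arrays gave -0.501 and -0.0105.

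Rescue cells were compared with hypoxic and control cells to ask whether the CoCl2 effect persisted after 1 month without it. BNIP3 fell back 9.28-fold (log2 -3.21 ± 0.12, adjusted p = 9.2e-15) and differed from control cells by -0.09 ± 0.12 (adjusted p = 0.743), and VEGFA fell 3.56-fold (log2 -1.83) to within 0.04 of control cells. PGR rose at least 2.55-fold and CXCL12 3.4-fold against hypoxic cells, and AREG fell 4.25-fold and FOXC1 2.24-fold. G6PC1, the glucose-6-phosphatase of gluconeogenesis, rose at least 32.9-fold, SCIN 24-fold, RAMP3 19.5-fold, the growth hormone receptor GHR at least 13.2-fold and PCDH7 12.6-fold. ANXA8L1 (24.6-fold), ZMAT4 (at least 22.0-fold), UGT1A8 (20.9-fold), UGT1A6 (19.2-fold) and NEB (at least 16.5-fold) fell most. Hypoxia and HIF targets came down (27 of 35 called, median -1.67; with an estimated correlation, adjusted p = 0.0281), as did glycolysis genes (15 of 26, median -0.95; 0.0223). Mitosis genes lay higher as a group (median 0.50, adjusted p = 1.51e-07; with an estimated correlation, adjusted p = 0.495), with PLK1, CDC20 and KIF23 called. limma called 868 genes between rescue and hypoxic cells, 400 higher and 468 lower, 853 without overlap and with within-slide medians of 1.17, 1.30 and 1.21. Of the 703 genes called for CoCl2, 590 (83.9%) were called back towards control, 319 of the 365 higher and 271 of the 338 lower ones, where independent lists would share 12.6 and 9.93. These comparisons share the hypoxic EtOH arrays, and with those arrays split the share called back had a median of 76.9% over 36 splits. The correlation across genes of the CoCl2 effect with the change on recovery was -0.917 (covariance -0.217), against -0.502 (covariance -0.0105) from shared arrays alone and -0.83 with the arrays split.

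**Figure D4:**
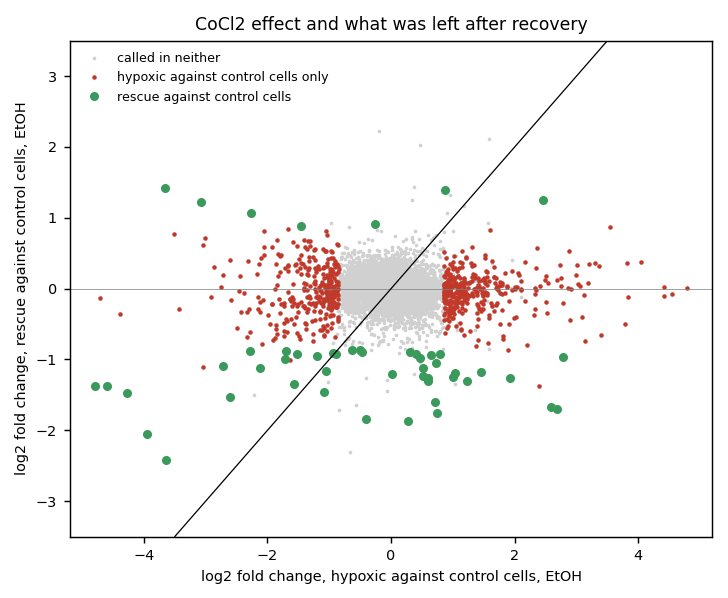
CoCl2 effect (log2 fold change of hypoxic over control cells in EtOH, horizontal) against what remained in rescue cells (log2 fold change of rescue over control cells, vertical), with equality as the diagonal line. Most of the 703 CoCl2 genes lie near 0 on the vertical axis, and the 51 genes called in rescue cells, in green, lie mostly below it.

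A small group of genes stayed apart from control cells after recovery. The kallikrein KLK11 was lowest (5.33-fold, log2 -2.41 ± 0.37, adjusted p = 0.000405; chromosome 19, hg19, 51525626 to 51525685), followed by CTAG1A (4.15-fold, adjusted p = 4.9e-06), the laminin LAMB1 (3.6-fold, adjusted p = 1.41e-07), the class II antigen gene HLA-DRB5 (3.38-fold, adjusted p = 3.16e-10) and UGT1A8 (3.25-fold). The second LAMB1 probe had 0.18, the opposite sign. G6PC1 (2.68-fold, log2 1.42 ± 0.23, adjusted p = 0.000701), the neurotrophic factor GDNF (2.62-fold), DUSP13A (2.37-fold), MKRN3 (2.1-fold) and IFITM10 (1.88-fold) were highest. CTAG1A was also among the genes lowest under CoCl2, where its log2 value was -3.94, whereas G6PC1 was lower under CoCl2 and higher after recovery, and UGT1A8 the reverse. Probes of the SPANX, CTAG1, UGT1A, HLA-DRB and metallothionein families may bind several near-identical copies, which was not checked, so the copy that gave the signal is not known. ERBB4 (log2 -0.67, adjusted p = 0.00102) and TFF1 (log2 -0.83, adjusted p = 0.00392) passed the adjusted p and not the fold threshold. limma called 51 genes, 7 higher and 44 lower, 49 without overlap, with within-slide medians of 1.23, 1.15 and 1.17. Of the CoCl2 genes 20 were called in the same direction in rescue cells (2 higher and 18 lower, where independent lists would share 0.188 and 1.09), 12 in the opposite one, and 19 of the 51 were not CoCl2 genes. Control arrays are shared here, and the correlation across genes of the CoCl2 and rescue effects was -0.0202 (covariance -0.00192) where shared arrays alone gave 0.503 (0.0105), and with the control arrays split a median of 16 genes over 36 splits stayed the same way. As a group mitosis genes lay above control cells (median 0.16, adjusted p = 1.98e-05; with an estimated correlation, adjusted p = 0.617). Estrogen-raised genes lay below (median -0.12, adjusted p = 0.0274; with an estimated correlation, adjusted p = 0.617) but not without rescue EtOH replicate 3 (-0.04, adjusted p = 0.637), whose PGR and GREB1 were low, nor without control EtOH replicate 3 or 4 (adjusted p = 0.0718 and 0.0578). Interferon-stimulated genes had a median of 0.33 (adjusted p = 0.0194; with an estimated correlation, adjusted p = 0.597) that came from the first slide (0.66, 0.02 and 0.03 on the 3 slides). They did not pass without rescue EtOH replicate 1 or control EtOH replicate 1 or 2 (adjusted p = 0.0716, 0.122 and 0.106).

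The same contrasts were made among E2-treated arrays, which are other samples. Against control cells, hypoxic cells had TMEM45A (at least 37.0-fold), ANXA8L1 (23.1-fold), ZMAT4 (at least 19.9-fold), HMOX1 (17.0-fold) and NDRG1 (15.0-fold) highest, and SCIN (32.7-fold), SPANXA1 (28.5-fold), SPANXC (25-fold), CTAG1A (at least 19.2-fold) and CT83 (at least 13.4-fold) lowest. PGR stayed 2.11-fold lower (log2 -1.07 ± 0.25, adjusted p = 0.00114) and CXCL12 3.27-fold lower, whereas GREB1 (2.02-fold) and AREG (3.32-fold) stayed higher. CDC25A, which drives entry into S phase, was 1.86-fold lower. Hypoxia and HIF targets were called in 28 of 35 members (median 1.89; with an estimated correlation, adjusted p = 0.0202). limma called 797 genes, 442 higher and 355 lower, 784 without overlap and with within-slide medians of 1.1, 1.27 and 1.24, and 583 of the 703 CoCl2 genes of the EtOH arrays were called the same way. Between rescue and control cells, KLK11 (6.2-fold), CTAG1A (5.54-fold), UGT1A8 (4.49-fold), LAMB1 (3.57-fold) and HLA-DRB5 (3.41-fold) were lowest again, and G6PC1 (2.37-fold), VAV3 (2.04-fold), MKRN3 (1.98-fold), GDNF and RORC (1.84-fold each) highest. The second LAMB1 probe again had the opposite sign (0.25), so the repeat does not settle the value of that gene. limma called 57 genes there, 9 higher and 48 lower, 54 without overlap, with within-slide medians of 1.26, 1.25 and 1.05.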

Values the study reported

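The study reports 584 genes regulated by E2 at a fold change of 1.8 and a false discovery rate of 0.05, of which 518 were regulated in control cells and 311 in CoCl2-treated cells. It counts 273 genes that lost their regulation under CoCl2 and 66 that were regulated in CoCl2-treated cells alone, 47 of them up and 19 down.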

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

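The test of rescue genes in the E2-treated arrays all values within single slides and the list tests without single arrays were chosen only after the result had been seen; the other tests of this part were planned.

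The E2 response of hypoxic cells differed from that of control cells by limma's interaction test in 9 genes, among them GFRA2 (1.76), BDKRB2 (0.99), TCAF2 (0.97), CLIP4 (0.91), PDE5A (0.89), PREX1 (0.89), CHST8 (-0.95) and WNT11 (-1.55). The 214 genes lowered by E2 in rescue cells responded less in hypoxic than in control cells (fry adjusted p = 0.000108). For the interaction count, the residuals of genes with a value on every array (13518) were reassigned. Of 100 reassignments, the real one included, 2 called as many genes (5 against a highest other of 6). That share is under 0.05, but it rests on 100 draws and 5 genes, and another draw called more. It does not exclude chance. By list, camera gave a different response for hypoxia and HIF targets (median 0.17, adjusted p = 0.00463), estrogen-lowered genes (0.47, 2.85e-05), DNA replication (-0.26, 5.49e-17), mitosis (-0.14, 0.00299), p53 genes (0.07, 0.0376), apoptosis regulators (0.07, 0.00978), angiogenic factors (0.36, 0.0112) and ribosome biogenesis (-0.17, 1.5e-07). With an estimated correlation the estrogen-lowered genes passed (0.0202) and the others did not (0.085 to 0.753). The hypoxia list had medians of -0.06 and -0.05 on 2 of the 3 slides, and mitosis, p53 and angiogenic genes had the other sign on 1 slide (0.17, -0.03 and -0.06). Of these 8 lists, estrogen-lowered, DNA replication and ribosome biogenesis genes passed camera without each array. Without hypoxic E2 replicate 4 the others did not: hypoxia (adjusted p = 0.162), mitosis (0.0512), p53 (0.272), apoptosis (0.08) and angiogenic genes (0.0847). Nor did hypoxia (0.204), mitosis (0.255) and p53 genes (0.123) without hypoxic EtOH replicate 2, mitosis and p53 genes without hypoxic E2 replicate 2 (0.177 and 0.163) or control EtOH replicate 1 (0.066 and 0.0728), and p53 genes without hypoxic EtOH replicate 1 (0.174), control EtOH replicate 3 (0.0995) or control E2 replicate 2 (0.183).

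Over the 413 genes called for E2 in rescue cells the median response of hypoxic cells was 0.773 of that of control cells, 0.688 in the lowered and 0.839 in the raised genes, of which the raised were not separated from equality (fry adjusted p = 0.116; ratio 0.919 with array weights), and whether the sets differ was not tested. Quantile normalization could compress a response, but with the 75th percentile shift the ratio was 0.774, and with slide as a block it was 0.774, which argues against either as the whole cause. Leaving out any 1 of the 24 arrays gave at most 0.821, so no single array accounts for it. EtOH levels already shifted by CoCl2 might leave less room for a response. Over the 289 genes not called for CoCl2 the ratio was 0.769, which argues against shifts large enough to be called as the whole cause. Genes not called can still be shifted by less, since 5187 genes passed the adjusted p in EtOH and 703 were called. The part of smaller shifts was not tested. A weaker action of E2 in CoCl2-treated cells, seen by test in the lowered genes, is a candidate explanation and a hypothesis, found and tested on the same arrays. A slower response or a different share of dividing cells was not tested. Genes chosen in rescue cells, which like control cells are free of CoCl2, may also give a ratio below 1 by that choice. That was not tested either.

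Of the 408 genes called for E2 in control cells, 221 were not called in hypoxic cells, and 88 were not called in rescue cells, where no response differed by test. Estimates that fall on either side of the thresholds could produce such losses with no change of the response, but the ratio of these counts was 0.398, which argues against that as the whole cause. The 188 of the 221 that passed the adjusted p in hypoxic cells (76 raised and 112 lowered) still responded there. Their fold under the threshold is fixed by how they were chosen and does not show a smaller response. Of the 221, 3 had a called interaction. A smaller response in hypoxic cells may account for the part of the loss not due to thresholds, as a hypothesis.

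The 51 genes that differed between rescue and control cells in EtOH are mostly lower, such as KLK11 and CTAG1A. Loss of a chromosome segment might lower neighbours together. The 1007 other tested genes within 2 Mb of the lowered genes, called genes left out, had a median of 0.00909. The lowest such median around a single lowered gene was -0.18. These values argue against loss of wide segments. They cannot decide on short ones, since called neighbours, such as AMER2 and lnc-PABPC3-1 on chromosome 13, were left out. Chance differences particular to the EtOH arrays are argued against by 38 of the 51 (0.745) being called the same way in the E2 arrays. A difference between the rescue and control cultures that is unrelated to CoCl2 would recur in both sets of arrays. This agreement cannot tell such a difference apart, and it was not tested. A fault of single probes stays open and cannot be told apart, since 5 genes had another probe past the filter, of which 4 (0.8) lay on the same side of 0 and LAMB1 did not. A lasting change of expression and outgrowth of a subset of cells during CoCl2 treatment or recovery are both biological possibilities that were not tested.

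In rescue cells the E2 response differed from that of control cells in DNA replication genes (median -0.10, adjusted p = 0.00142) and interferon-stimulated genes (median -0.41, 9 of 9 below 0, adjusted p = 0.000113), neither past the threshold with an estimated correlation (0.664 and 0.283). The DNA replication genes had medians of -0.14, -0.11 and 0.05 on the 3 slides, the other sign on the third, and did not pass without control EtOH replicate 1 (median -0.05, adjusted p = 0.0682). With a real count of 0 from limma (256 genes at an unadjusted p under 0.05), all 100 reassignments of the residuals necessarily called as many genes, so they say nothing about chance here (highest other 214). Other splits of the arrays were made for each comparison of 2 groups. In E2 against EtOH the real split called 411 genes in control, 236 in hypoxic and 413 in rescue cells, against a highest other of 1, 1 and 2. Only 1 of the 35 splits gave as many, the real one, which is the smallest share that 35 splits allow. The other splits mix the 2 real groups, which widens the spread within them and keeps their counts low. These splits therefore do not exclude chance, here or in the comparisons that follow. In EtOH the real split called 702 for hypoxic against control, 50 for rescue against control and 869 for rescue against hypoxic cells, against 2, 2 and 1. In E2 it called 794 and 55 for hypoxic and rescue against control cells, against 1 and 4, and for each of these comparisons 1 of the 35 splits, the real one, gave as many.

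Single arrays stood far from the other 3 of their group in 15 of 150 groups of values, given as the gap to the nearest array over the whole range. Chance gives about 1 in 20. Rescue EtOH replicate 3 had low PGR (4.71 against 6.02 to 6.21, 0.873) and low GREB1 (7.6 against 8.42 to 8.48, 0.924), both estrogen targets. Hypoxic E2 replicate 1 had high HIF1A (10.86 against 10.68 to 10.70, 0.846) and CXCL12 (10.19 against 9.65 to 9.73, 0.85) and low DDIT4 (13.18 against 13.62 to 13.70, 0.842). Control E2 replicate 1 had low AREG (8.30 against 8.48 to 8.51, 0.843) and ERBB4 (10.06 against 10.46 to 10.51, 0.892), and control EtOH replicate 4 low ERBB4 (11.26 against at most 11.53, 0.887). Rescue E2 replicate 4 had high FOXC1 (9.05 against 8.66 to 8.71, 0.872) and CDKN1A (7.31 against 6.53 to 6.66, 0.834) and few saturated spots (146 against 225 to 240, 0.84), and rescue E2 replicate 1 had low HCK (8.18 against 8.29 to 8.31, 0.856). GREB1 was low in hypoxic E2 replicate 4 (11.48 against 11.69 to 11.70, 0.963), DDIT4 in hypoxic EtOH replicate 2 (13.68 against 13.96 to 14.01, 0.869), and the 75th percentile of the signal was high in hypoxic EtOH replicate 3 (282.8 against 217.9 to 228.2, 0.841).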

How the results depend on the processing

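Values within single slides, given in the report, and the list tests without single arrays were chosen only after the result had been seen; the other settings below were planned.

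With normexp background correction 258 genes were called for E2 in control and 256 in rescue cells, 23 and 24 for rescue against control cells in EtOH and E2, and 4 for the E2 response of hypoxic against control cells. Of the E2 genes 118 were called in both and 140 in control cells only, the raised genes had a response ratio of 0.857 (fry adjusted p = 0.0211), the classes held 22 raised and lower, 7 raised and higher, 21 lowered and lower and 15 lowered and higher genes, and 11 CoCl2 genes stayed the same way and 4 the opposite way after recovery. The offset shrinks folds of dim genes by construction.

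With no intensity filter more genes were tested, and the counts were 796, 455 and 815 for E2 in control, hypoxic and rescue cells, 1422, 129 and 1716 for hypoxic against control, rescue against control and rescue against hypoxic cells in EtOH, and 1604 and 141 for hypoxic and rescue against control cells in E2. The interactions called 23 genes in hypoxic and 2 in rescue cells. Of the E2 genes 319 were called in both, 477 in control cells only and 136 in hypoxic cells only, with a raised ratio of 0.794 (fry adjusted p = 0.0149), and the classes held 393 raised and not called, 38 raised and higher, 95 lowered and lower, 281 lowered and not called, and 50 lowered and higher genes. Of the CoCl2 genes 54 stayed the same way and 20 the opposite way, and 79.6% were called back. With the filter on spots well above background the counts were 620, 369 and 636 for E2, 1091 and 102 for hypoxic and rescue against control cells in EtOH, 1237 and 118 in E2, and 17 for the response of hypoxic cells. That filter gave 284 genes in both, 336 in control cells only, 85 in hypoxic cells only, a raised ratio of 0.834 (fry adjusted p = 0.0487), 260 raised and not called, 42 raised and higher, 68 lowered and lower, and 36 the same way and 21 the opposite way.

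With no fold threshold the counts were 4406, 3032 and 4418 for E2, 5187, 528 and 6308 in EtOH, 5910 and 407 in E2, and 20 for the response of hypoxic cells. The overlap held 2538 genes in both, 1866 in control cells only and 492 in hypoxic cells only, with a raised ratio of 0.738 (fry adjusted p = 0.0396). The classes held 827, 1234 and 422 raised genes (lower, not called and higher in hypoxic EtOH cells) and 724, 1149 and 542 lowered genes, and 116 CoCl2 genes stayed the same way and 242 the opposite way.

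The count for the response of hypoxic cells was also 5 with the mean over a gene's probes, 16 with array weights and 5 in a fit to the 16 arrays of its 4 groups, and that for rescue cells 1 with slide as a block. The cause was not tested. The share of these called genes with a positive difference was 77.8%, and it did not hold its side of 50% (66.7% under the 75th percentile shift, 43.5% with no intensity filter and 87.5% with array weights), so no direction is claimed for them. Camera passed 79 of the 240 list tests, and 19 with an estimated correlation, against 106 for fry. Without each array in turn camera passed 72 to 83. Of the 79, 60 passed without each array, 19 did not without at least 1, and 0 turned.

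With the methods' one-way test and Tukey's post-hoc comparison 398 genes were called for E2 in control and 233 in hypoxic cells, 445 in either, 212 in control cells only and 47 in hypoxic cells only. The ratio of the lowered genes was 0.653 to 0.747 in 12 settings and past its threshold in each, and that of the raised genes 0.738 to 0.919. Every probe on its own gives counts and ratios but no value for a named gene. Over all settings the named genes gave 9867 comparisons, in which 9563 calls were the same, 234 were lost, 70 were gained and 0 turned. Genes not called in either setting count as the same there, whatever their sign. No scaling moved the median of all genes by more than 0.1.

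Leaving out each array in turn gave 391 to 433 genes for E2 in control, 236 to 273 in hypoxic and 397 to 440 in rescue cells, 653 to 753, 44 to 60 and 813 to 954 for hypoxic against control, rescue against control and rescue against hypoxic cells in EtOH, and 777 to 885 and 39 to 58 in E2. The response of hypoxic cells had 2 to 11 genes, with 4 without hypoxic EtOH replicate 4, 5 and 3 without hypoxic E2 replicate 3 and 4, 4 without control EtOH replicate 4, and 4 and 2 without control E2 replicate 1 and 3. The response of rescue cells had 0 to 1 genes, with 1 without control E2 replicate 4 or rescue E2 replicate 3. The overlap had 180 to 202 genes in both, 204 to 245 in control cells only and 47 to 71 in hypoxic cells only. The response ratio was 0.81 to 0.903 for raised genes, past the threshold without hypoxic E2 replicate 1 (0.81, fry adjusted p = 0.0431) or rescue EtOH replicate 3 (0.835, fry adjusted p = 0.0331), and 0.663 to 0.746 for lowered genes. The classes had 48 to 54, 151 to 170 and 20 to 26 raised genes and 38 to 46, 148 to 173 and 22 to 32 lowered genes. After recovery 17 to 24 genes stayed the same way, 10 to 15 the opposite way, and 81.7% to 86.2% were called back.

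No paired analysis was possible because nothing in the labels ties a replicate number of one group to the same number in another. Depth limits the dim genes: with 39.3% to 44.2% of spots well above background per array, genes below the filter, EGFR among them, were not measured well enough to test.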

Other observations

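The count of rescue genes by chromosome was a test chosen only after the result had been seen.

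Probes of 4 HLA genes were called lower in rescue than in control cells, 3 of them of the DRB family, and they were not tested as a group. HLA-DRB5, HLA-DRB4, HLA-DRB1 and HLA-DQB1 had log2 values of -1.76, -1.60, -1.31 and -1.05 in EtOH and -1.77, -1.59, -1.34 and -1.34 in E2, and 0.74, 0.71, 0.59 and 0.73 for hypoxic against control cells in EtOH, where none was called. HLA-DRB4, HLA-DRB1 and HLA-DQB1 were chosen after their values were seen. The cancer-testis genes CT83, SPANXC and SPANXA1, low under CoCl2, stayed lower in rescue cells (log2 -1.48, -1.38 and -1.37) by less than under CoCl2 (-4.27, -4.60 and -4.78). Of the 43 lowered genes with a position, 6 were on chromosome X (466 tested genes, Fisher's exact p = 0.00327, adjusted p = 0.0589 over the chromosomes). On chromosome 13 there were 4 (238 tested genes, Fisher's exact p = 0.00663, adjusted p = 0.0597). Neither passes the threshold.

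Oxidative stress and metal-binding genes came back with the rest of the CoCl2 effect. Against hypoxic cells, rescue cells had 11 of 21 NRF2 targets lower (median -0.89, adjusted p = 4.45e-08), led by HMOX1 (15.4-fold), and 5 of 10 metallothioneins and metal transporters (median -0.88, adjusted p = 1.02e-05). With an estimated correlation the adjusted p was 0.085 and 0.0724. The interferon-stimulated genes IFIH1 and IFI27 were higher by 2.00 and 1.92, with 3 of 9 called and a median of 0.73 (adjusted p = 0.0762 for the group).

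The counts of E2-regulated genes found here, 408 in control and 236 in hypoxic cells, were below those of the study and within 1.5 times of them. The counts are not like for like. The study tested gene entities that had passed a fold prefilter by ANOVA with Tukey's comparison, whereas here limma tested 1 probe per gene.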
